A study of Mus musculus with 7 samples.

How the data were processed

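RNA was measured by sequencing in 7 libraries of mouse hindlimb tendon from animals of C57BL/6 background. Per the labels' protocols, total RNA was purified with Trizol and a column kit and libraries were made with a TruSeq RNA kit. The protocols name no poly(A) selection or ribosomal RNA depletion step. They also name no aligner, quantification tool, genome build or annotation.

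The deposited file of each library lists 103639 transcripts with length, effective length, estimated count and TPM, per the file headers. This column layout is the one kallisto writes, but no label names the tool. The estimated counts deposited by the authors are not whole numbers and are not normalized. The TPM deposited by the authors are transcript abundances scaled by effective length and sum to the same total in each library. Each library has its own file, and no label speaks of pooling.

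Transcript IDs were matched without their version to the GENCODE M21 annotation of the GRCm38 mouse genome. Of the 103639 IDs, 101510 matched, 57625 of them with the same version. The authors' annotation was therefore another release, and gene positions are those of GENCODE M21. Estimated counts were summed over all transcripts of a gene and rounded to whole numbers. The 2129 transcripts without a match were kept as single features, which gave 44818 features, 42689 of them genes. Summing per gene does not depend on how reads were split between isoforms of a gene. It does depend on how they were split between near-identical genes, such as the myosin heavy chains.

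Libraries were grouped by the condition label. The labels give 3 libraries from the uninjured contralateral limb, 2 from the tenotomy site and 2 from uninjured mice. Replicates were numbered in accession order, which names a library and pairs none. Low features were removed with filterByExpr of edgeR 4.0.16 (minimum count 10, by group), which left 16028 features, called genes below. Counts were scaled by the trimmed mean of M values (TMM), and log2 CPM values (CPM being counts scaled to a common library total) were computed with a prior count of 2. The main test was edgeR's quasi-likelihood test in 1 fit of all 7 libraries with 3 group means and no covariate, in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method for each comparison, with a threshold of 0.05. The standard error (SE) of a log2 fold change was its size divided by the square root of its F statistic.

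Marker lists, groups, test designs, alternatives and the rule for naming genes were all fixed before the data were examined. The lists for TAK1 and TGF-β/BMP signalling, cartilage and bone, and tendon were tested in the 3 comparisons with camera of limma 3.58.1 (inter-gene correlation 0.01), with adjustment over these 9 tests. Another 6 lists formed a second family of 18 tests. The mean change of a list averages the edgeR log2 fold changes of its genes, which compare mean abundances of groups. Values of a list in single libraries average log2 CPM instead, so differences between them need not equal the mean change where libraries of a group lie far apart. Distances between libraries were Euclidean over log2 CPM. The share of squared distance lying between the 3 groups was tested by exact enumeration of the 105 groupings of 7 libraries into sets of 3, 2 and 2 (Python 3.11.15, scipy 1.17.1).

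The genes named were chosen by a rule. It took Map3k7, Tgfb1, Tgfbr1, Sox9, Acan, Col2a1, Runx2, Sp7, Scx and Tnmd whatever their values. It added, for each comparison, the 3 largest rises and the 3 largest falls among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 3, a symbol that is not a placeholder, and no overlap between the libraries of the groups compared. Sp7 had at most 4 counts in any library and was removed by the filter.

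The scripts were tested on simulated counts with the means and library sizes of the real 16028 genes and their spread as a trend on abundance. In these, 200 genes above a minimum expected count were changed by 2 on the log2 scale at the tenotomy site. Simulated genes varied independently and with the same spread in every group, whereas the real uninjured libraries lay far apart. The calls therefore check the scripts and do not give the power of the real comparisons. The edgeR test called 195 of the 200 changed genes and 10 others. DESeq2 1.42.0 called 187 and limma-voom 189. In the simulated comparison with no changed genes, edgeR called 0.

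Alternatives were other scalings, DESeq2 and limma-voom in place of edgeR, filters on low counts, fits of only the groups compared, the series of the number in the sample title as a covariate, a stricter threshold, a test against a 1.5-fold change, removal of the listed muscle and erythroid marker genes and of mitochondrially encoded genes, length-scaled TPM in place of estimated counts, and leaving out each library. The title numbers fall in 3 series. The contralateral libraries and tenotomy replicate 1 are in the first, tenotomy replicate 2 and uninjured replicate 1 in the next, and uninjured replicate 2 in the last. No label calls the series a batch. For the length-scaled alternative, TPM were multiplied by each gene's mean effective length and scaled to the library's total.

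Library totals ranged from 25927171 to 36725106 estimated counts. The smallest abundance that 3 counts can show lay between 0.0817 and 0.116 CPM. Confidence intervals are 95% Wilson intervals; intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.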

Results

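The study concerned tissue formation after musculoskeletal injury, in particular heterotopic ossification, the growth of cartilage and bone in soft tissue, and the role in it of the kinase TAK1 (encoded by Map3k7). Gene expression was compared between 3 kinds of hindlimb tendon. The injury model combined a partial-thickness burn of the back (a metal block at 60 °C held for 18 s over 30% of the body surface) with cutting of the Achilles tendon in one hindlimb. The tenotomy group (n = 2) was tissue from the cut tendon 3 weeks later. The contralateral group (n = 3) was the intact tendon of the other hindlimb of such mice at the same time. The uninjured group (n = 2) was tendon of mice with neither burn nor tenotomy.

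The contralateral libraries held 25927171, 35368987 and 36725106 estimated counts. The tenotomy libraries held 35022050 and 27275683 and the uninjured libraries 26523862 and 31873533. Most counts fell on 5 features. Gm42418, annotated as a long non-coding RNA, took between 46.1% and 54.6% of the counts of a library, and Lars2 took between 13.3% and 15.3%. Together with Mir6236, mt-Rnr2 and an unmatched transcript of 159 bases, they took 76.9% ± 0.437 (SD, n = 3) of the counts in contralateral, 81.0% ± 0.394 (SD, n = 2) in tenotomy and 80.4% ± 1.39 (SD, n = 2) in uninjured libraries. Of these features, mt-Rnr2 is a mitochondrial ribosomal RNA, and Gm42418, Lars2 and Mir6236 overlap or resemble ribosomal RNA. Their counts may therefore come from ribosomal RNA and not from transcripts of the named genes, which was not tested. They stayed in the library totals used for CPM. The depth left outside the 5 features was between 4934057 and 8375626 counts per library. Between 14102 and 15419 genes per library had at least 10 counts. Mitochondrial ribosomal RNA made up 9.70% ± 1.08 (SD, n = 3) of contralateral and 2.58% ± 0.029 (SD, n = 2) of tenotomy counts. It made up 2.75% (95% Wilson interval 2.742 to 2.755) in uninjured replicate 1 and 7.16% (7.155 to 7.173) in uninjured replicate 2.

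Whole-transcriptome distances were compared first. Between contralateral libraries, the Euclidean distance over the log2 CPM of 16028 genes ranged from 56.7 to 65.2. The tenotomy libraries lay 54.5 apart. The distance from a tenotomy to a contralateral library ranged from 131.7 to 140.2. The uninjured libraries lay 114.0 apart, farther than any other pair with the same label. The library labelled uninjured replicate 1 lay 59.6 and 61.1 from tenotomy replicates 1 and 2, and at least 124.9 from each contralateral library. The library labelled uninjured replicate 2 lay between 64.5 and 67.4 from the contralateral libraries and at least 121.2 from the tenotomy libraries. The 3 groups accounted for 65.4% of the summed squared distance, and 4 of all possible groupings into sets of the same sizes, the labelled grouping included, accounted for as much (exact permutation p = 0.0381; the smallest possible was 0.0095). With 1 minus the Spearman correlation as the distance, the alternative that moved the share most among those that kept all libraries, it was 79.4% with the same p. By Euclidean distance, the groupings ranked above the labelled one accounted for 77.5% to 78.5%. Each of them put uninjured replicate 1 with both tenotomy libraries. Every comparison with the uninjured group below therefore averages 2 libraries that lay farther apart than any other pair sharing a label.

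**Figure D1:**
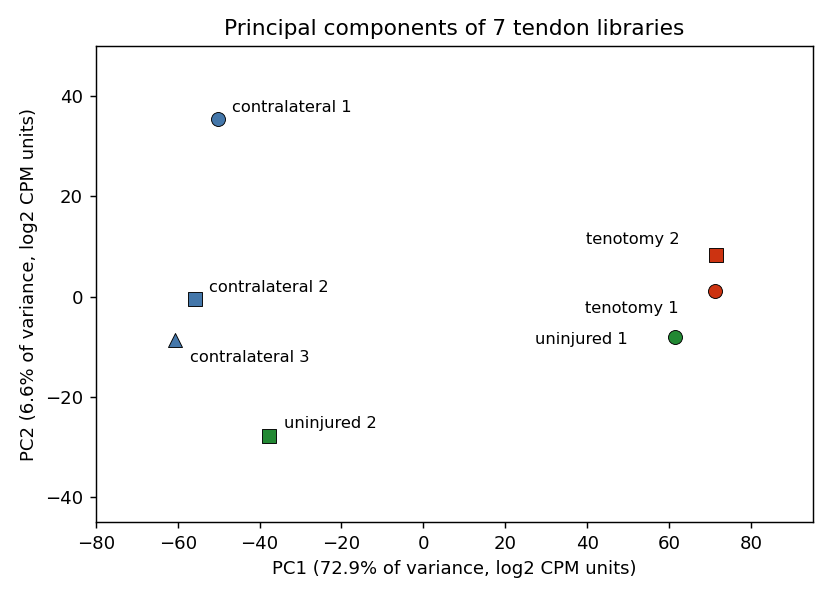
Principal components of the log2 CPM of 16028 genes. Each point is 1 library, coloured by group; the horizontal axis holds 72.9% and the vertical axis 6.59% of the variance. On the horizontal axis the tenotomy libraries sit at 71.3 and 71.5 and uninjured replicate 1 at 61.5, while uninjured replicate 2 sits at -37.7 and the contralateral libraries between -60.6 and -50.2.

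Counts of the same gene in library pairs were also compared for evidence of a library deposited more than once. The chi-square per degree of freedom was 4.97 between the tenotomy libraries, 8.49 to 13.97 between contralateral libraries and 4.20 between tenotomy replicate 2 and uninjured replicate 1. No pair agreed within sampling noise, so each library was counted as 1 sample.

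The first comparison, tenotomy against contralateral, asked how the injured site differed from the intact tendon of mice given the same injuries. In the edgeR quasi-likelihood fit of all 7 libraries, 4643 of 16028 genes passed an adjusted p-value of 0.05, with 2178 higher and 2465 lower at the tenotomy site. Among them, 1398 were more than 2-fold higher and 1736 more than 2-fold lower. The smallest adjusted p-value was 0.0143, so no gene passed 0.01. The error of this fit included the spread between the uninjured libraries: the median dispersion was 0.0402 in the fit of 7 libraries and 0.00989 in a fit of tenotomy and contralateral libraries alone. That fit, the alternative that raised the count most, called 3522 genes higher and 3842 lower. Conversely, 0 genes passed when any contralateral library was left out of the fit of all libraries, where between 5460 and 6139 genes had an unadjusted p-value under 0.05. The changes of the tenotomy replicates relative to the contralateral mean correlated across genes with a Pearson r of 0.91. Both changes subtract the same mean, which raises r by itself, and genes are not independent replicates. Tenotomy replicate 1 shared its title-number series with the contralateral libraries, whereas replicate 2 did not.

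Among the genes chosen beforehand, the cartilage genes changed most. Col2a1 (ENSMUSG00000022483.17; chromosome 15, 97975602 to 98004695, minus strand, GRCm38) encodes the main cartilage collagen. It was at 125.7 CPM ± 0.451 (SD, n = 2) at the tenotomy site and 0.490 ± 0.143 (SD, n = 3) in contralateral tendon, a log2 fold change of 7.98 (SE 0.94, edgeR adjusted p = 0.0167). The contralateral value rested on 11 to 23 counts per library. Acan (ENSMUSG00000030607.7; chromosome 7, 79053483 to 79115099, plus strand), encoding aggrecan, was at 83.4 CPM ± 3.78 (SD, n = 2) against 0.842 ± 0.234 (SD, n = 3), a log2 fold change of 6.61 (SE 1.22, edgeR adjusted p = 0.0167). Sox9 (ENSMUSG00000000567.5; chromosome 11, 112782224 to 112787760, plus strand), a transcription factor of cartilage, rose by 1.97 on the log2 scale (SE 0.37, edgeR adjusted p = 0.0167). Runx2 (ENSMUSG00000039153.16; chromosome 17, 44495987 to 44814797, minus strand), a transcription factor of bone, rose by 1.77 (SE 0.43, edgeR adjusted p = 0.0225), from 0.872 CPM ± 0.0334 (SD, n = 3) to 2.98 ± 0.0249 (SD, n = 2). The bone transcription factor Sp7 had at most 4 counts in any library and was not detectable above the filter at this depth.

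The tendon genes Scx (ENSMUSG00000034161.8; chromosome 15, 76457452 to 76459458) and Tnmd (ENSMUSG00000031250.8; chromosome X, 133850980 to 133865577) were higher at the tenotomy site. Scx rose by 1.43 on the log2 scale (SE 0.28, edgeR adjusted p = 0.0167) from 15 to 22 counts per contralateral library to 49 and 52 counts. Tnmd rose by 1.89 (SE 0.34, edgeR adjusted p = 0.0167). Tgfb1 (ENSMUSG00000002603.15; chromosome 7, 25687002 to 25705077) rose by 1.14 (SE 0.34, edgeR adjusted p = 0.0419), and the receptor gene Tgfbr1 (ENSMUSG00000007613.15; chromosome 4, 47353222 to 47414931) did not differ past the threshold (log2 fold change 0.30, SE 0.14, edgeR adjusted p = 0.156). Tgfbr1 passed when only the groups compared were fitted (edgeR adjusted p = 0.0408). With length-scaled TPM, Tgfb1 (edgeR adjusted p = 0.134) and Runx2 (0.0711) did not pass, and against a 1.5-fold change they did not either (0.149 and 0.0619).

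Map3k7 (ENSMUSG00000028284.13; chromosome 4, 31964097 to 32023467, plus strand), the gene of TAK1, was at 6.67 CPM ± 0.554 (SD, n = 2) at the tenotomy site and 9.83 ± 0.541 (SD, n = 3) in contralateral tendon. Its estimated counts fell by 0.56 on the log2 scale (SE 0.16, edgeR adjusted p = 0.0342). The fall was not seen with length-scaled TPM in place of counts, where the log2 fold change was 0.013 (edgeR adjusted p = 0.973). It also missed the threshold with upper quartile scaling (adjusted p = 0.058), DESeq2 (0.0686), no filter on low counts (0.0594) and the test against a 1.5-fold change (0.685). The same held when any contralateral library was left out (edgeR adjusted p = 0.0787 to 0.107). The fall passed with limma-voom (adjusted p = 0.0304) and when only the groups compared were fitted (edgeR adjusted p = 0.00118). It also passed with relative log expression scaling (edgeR adjusted p = 0.0362) and with at least 10 counts required in every library (0.0347). Leaving out the listed muscle and erythroid genes and mitochondrially encoded genes gave an edgeR adjusted p of 0.0347. The gene's 4 protein-coding transcripts are 5416 to 5773 bases long and its 5 other transcripts 538 to 865 bases. The latter held between 4.11% and 14.02% of the gene's counts but between 35.4% and 65.2% of its TPM.

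Among all genes past the threshold that met the naming rule, the largest rises were of Postn, Mmp14 and Lum. Postn (ENSMUSG00000027750.16; chromosome 3, 54361109 to 54391037), encoding the matrix protein periostin, rose by 5.36 on the log2 scale, from 9.42 CPM ± 1.48 (SD, n = 3) to 387.1 ± 7.33 (SD, n = 2). Mmp14 (chromosome 14, 54431612 to 54445364) rose by 3.97 and Lum (chromosome 10, 97565128 to 97572703) by 3.85. The largest falls were of the muscle genes Fabp3 (chromosome 4, 130308595 to 130315463), Myh2 (chromosome 11, 67171027 to 67197517) and Myl2 (chromosome 5, 122100951 to 122113472), with log2 fold changes of -5.02, -4.72 and -4.56. Myh2, which shares sequence with neighbouring myosin genes and whose counts are therefore uncertain, went from 970.5 CPM ± 91.7 (SD, n = 3) to 36.9 ± 1.15 (SD, n = 2). The edgeR adjusted p-values of these 6 genes were 0.0167 to 0.0171.

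**Figure D2:**
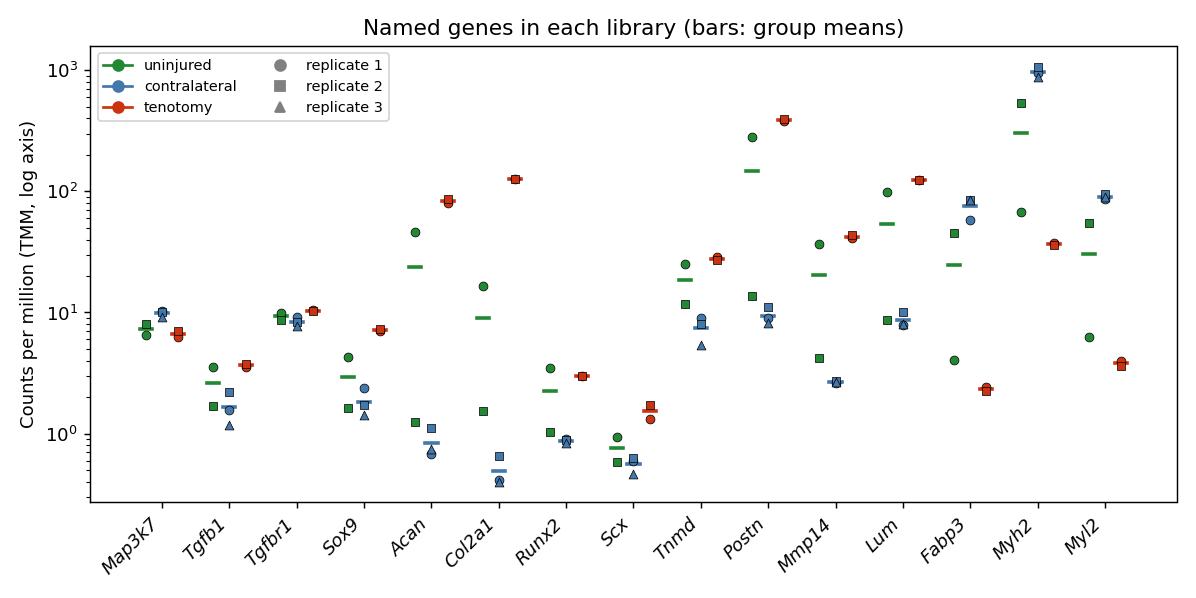
Abundance of the named genes in each library, in CPM on a log axis. Each point is 1 library, coloured by group and shaped by replicate, and bars are group means. Col2a1 was at 16.6 CPM in uninjured replicate 1 and 1.55 CPM in uninjured replicate 2, against 125.7 CPM on average at the tenotomy site and 0.490 CPM in contralateral tendon.

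Lists of genes were tested against all other genes with camera. The cartilage and bone list (18 of 23 genes tested) was higher at the tenotomy site by 2.34 on the log2 scale on average, with 14 of 18 genes higher (camera adjusted p = 5.13e-05). Its genes did not move together. In the edgeR fit 10 were higher and 3 lower past the threshold, and the latter, with log2 fold changes from -6.01 to -1.73, included genes of bone mineralization. The tendon list rose by 1.09, with 13 of 15 genes higher (camera adjusted p = 6.33e-05). The TAK1 and TGF-β/BMP signalling list did not pass the camera test, with a mean change of -0.22 and 10 of 27 genes higher (camera adjusted p = 0.356). Camera assumed an inter-gene correlation of 0.01. With the correlation estimated from these libraries, the alternative that weakened the tests most, none of these lists passed. The camera adjusted p-values of the cartilage and bone list and the tendon list were then 0.214 and 0.183. The other lists, given below, were not tested with an estimated correlation. An exact permutation of library means cannot pass 0.05 in this design, since 10 splits give a two-sided p of at least 0.2. The list means of both tenotomy libraries lay above those of all contralateral libraries for cartilage and bone and for tendon, and below them for the TAK1 list (1.89 and 1.93 against 2.08 to 2.15 mean log2 CPM). Within the first title-number series, tenotomy replicate 1 exceeded the contralateral mean log2 CPM by 2.24 for cartilage and bone and 1.10 for tendon, and differed by -0.22 for the TAK1 list. For tenotomy replicate 2, of the next series, the values were 2.31, 1.09 and -0.17.

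Of the other lists, skeletal muscle changed by -3.49 with 0 of 22 genes higher (camera adjusted p = 3.34e-13). The macrophage and leukocyte list rose by 2.07 with 13 of 13 genes higher (camera adjusted p = 2.58e-08), and the proliferation list by 2.35 with 7 of 7 higher (camera adjusted p = 0.000176). The adipose list changed by -1.40 with 0 of 8 higher (camera adjusted p = 0.003). Erythroid and endothelial lists did not pass, with camera adjusted p-values of 0.112 and 0.482. The tissue pieces thus differed in their content of muscle genes, and each gene's change includes any change in tissue composition.

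**Figure D3:**
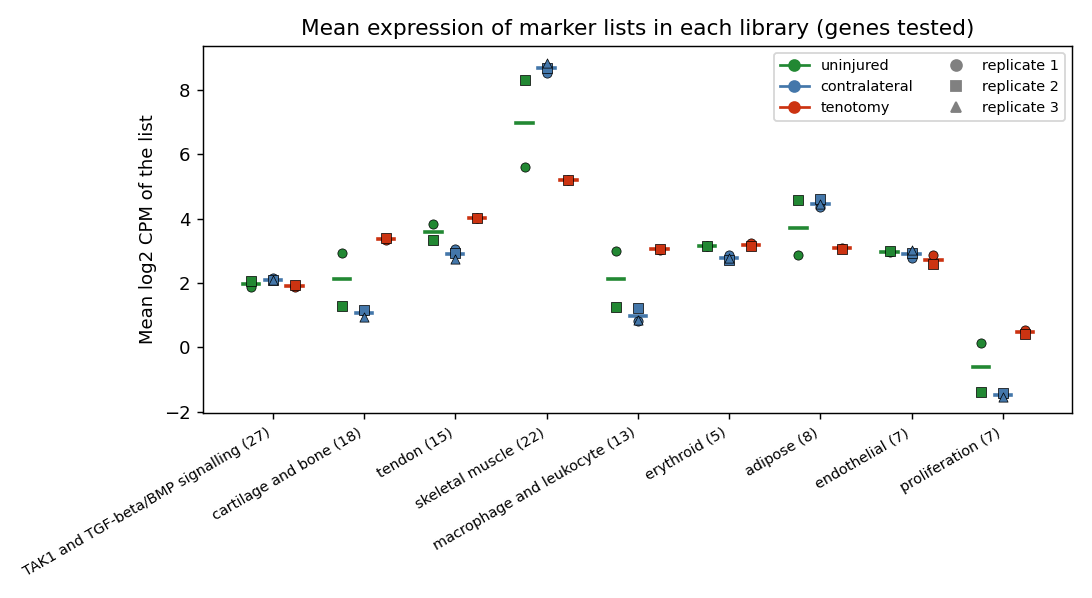
Mean log2 CPM of each gene list in each library, with the number of genes tested in brackets. Each point is 1 library, coloured by group and shaped by replicate, and bars are group means. For the cartilage and bone list, the tenotomy mean was 3.36 and the contralateral mean 1.08, and the uninjured libraries averaged 2.11 with an SD of 1.15. These are averages of log2 CPM, whose differences need not equal the mean log2 fold changes of edgeR.

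The second comparison, tenotomy against uninjured, asked how the injured site differed from tendon of mice with no injury. No gene passed an adjusted p-value of 0.05 in the edgeR fit, and the smallest was 0.261. At an unadjusted p-value under 0.05 there were 524 genes higher and 1217 lower. DESeq2, the alternative that raised the count most, called 12 higher and 43 lower. Of the 4643 genes that differed between tenotomy and contralateral tendon, 0 also passed here, while 4551 had the same direction. Those genes were selected in a comparison with the same tenotomy libraries, so part of this agreement in direction is built in. Across 16028 genes, the log2 fold changes of the comparisons correlated with a Pearson r of 0.78, although both share the tenotomy libraries and genes are not independent replicates. Col2a1 showed a log2 fold change of 3.80 (edgeR adjusted p = 0.45), with 16.6 CPM in uninjured replicate 1 and 1.55 in replicate 2. It passed with DESeq2 (adjusted p = 0.00153) and with no filter on low counts (edgeR adjusted p = 0.0306). With the title-number series as a covariate, where uninjured replicate 1 alone represented the uninjured group, the log2 fold change of Col2a1 was 2.92. Map3k7 changed by -0.13 (edgeR adjusted p = 0.775), with 6.50 and 8.09 CPM in the uninjured libraries. The other genes chosen beforehand did not pass in the fit of all libraries. The cartilage and bone list was higher at the tenotomy site by 0.75 on average, with 13 of 18 genes higher (camera adjusted p = 9.59e-05), and the tendon list by 0.30, with 11 of 15 higher (camera adjusted p = 0.00748). Neither passed with the inter-gene correlation estimated (camera adjusted p = 0.214 for both). The TAK1 list did not pass (mean -0.12, camera adjusted p = 0.694). Of the other lists, skeletal muscle changed by -2.32 (camera adjusted p = 5.54e-15), adipose by -0.89 (0.00605), macrophage and leukocyte by 0.66 (4.84e-05) and proliferation by 0.98 (0.000208). The erythroid and endothelial lists did not pass (0.708 and 0.108). Within the title-number series that holds tenotomy replicate 2 and uninjured replicate 1, the differences in mean log2 CPM were 0.46 for cartilage and bone, 0.16 for tendon and 0.04 for the TAK1 list, from a single library each. They were -0.41 for muscle, 0.05 for macrophage and leukocyte and 0.28 for proliferation, and adipose was reversed at 0.20. The difference of these lists from the uninjured group therefore lay mainly in uninjured replicate 2.

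The last comparison, contralateral against uninjured, asked whether the intact tendon of injured mice differed from tendon of mice with no injury. No gene passed an adjusted p-value of 0.05 in the edgeR fit, and the smallest was 0.123. At an unadjusted p-value under 0.05 there were 1397 genes higher and 1687 lower in contralateral tendon. Without a filter on low counts, the alternative that raised the count most with both uninjured libraries in use, 94 passed the threshold higher and 243 lower. With the title-number series as a covariate, the series of uninjured replicate 2 held no other library. The uninjured group was there represented by uninjured replicate 1 alone, so no conclusion is drawn from the gene counts of that fit. Map3k7 changed by 0.43 (edgeR adjusted p = 0.228), Acan by -4.79 and Col2a1 by -4.18 (edgeR adjusted p = 0.215 for both). DESeq2 called Acan (adjusted p = 0.0295) and Col2a1 (8.36e-06). Without a filter on low counts, edgeR called Acan (adjusted p = 0.00999), Col2a1 (0.00428) and Tnmd (0.0381). In the fit with the series covariate, which rests on uninjured replicate 1, Acan changed by -5.64, Col2a1 by -5.05, Runx2 by -1.98, Tnmd by -1.82 and Sox9 by -1.19. The cartilage and bone list changed by -1.59 on average, with 3 of 18 genes higher (camera adjusted p = 0.000163). The tendon list changed by -0.79, with 2 of 15 higher (camera adjusted p = 6.33e-05). Neither passed with the inter-gene correlation estimated (camera adjusted p = 0.214 and 0.183). The TAK1 list did not pass (mean 0.10, camera adjusted p = 0.304). Of the other lists, skeletal muscle changed by 1.17 (camera adjusted p = 6.44e-09), adipose by 0.52 (0.0158), macrophage and leukocyte by -1.41 (9.88e-08), proliferation by -1.37 (0.00629) and erythroid by -0.36 (0.0275). The endothelial list did not pass (0.744). The cartilage, bone and tendon differences were larger against uninjured replicate 1. In mean log2 CPM, the contralateral mean differed from it by -1.85 for cartilage and bone and -0.93 for tendon, and from uninjured replicate 2 by -0.22 and -0.41. The corresponding differences were 3.07 and 0.37 for muscle, -2.03 and -0.27 for macrophage and leukocyte, and -1.62 and -0.11 for proliferation. The erythroid list went against this pattern, with similar differences of -0.35 and -0.37. Adipose differed by 1.60 from uninjured replicate 1 and by -0.10, in the opposite direction, from uninjured replicate 2. No title-number series held both contralateral and uninjured libraries. The tenotomy libraries link the series of the contralateral libraries to that of uninjured replicate 1, but for uninjured replicate 2 series and group cannot be told apart.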

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

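Of the 395 values of the 33 named-gene results under alternatives that kept all libraries, 354 kept their direction and their side of the threshold, 22 became weaker, 14 stronger and 5 reversed. Without one library, 164 of 231 values were the same, 20 moved, 42 became weaker, 2 stronger and 3 reversed. Where leaving out a library left 1 library in a group being compared, no test of that comparison was made and no count of genes is given for it. There a value was called the same if it shifted by less than the gene's SD of log2 CPM within groups, pooled over groups. A larger shift was called moved, or reversed if the sign changed. That SD included the spread between the uninjured libraries, so the 164 values met 1 or the other of these unlike rules. No paired analysis was possible because the labels give no animal or replicate numbers that link legs or groups. No pair of groups has 3 libraries on each side, so gene counts were not compared with those of other splits of the libraries. Alternatives for pseudocounts and for filters on normalized values were not run, since estimated counts were tested.

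The count for tenotomy against contralateral depended on which libraries shared the estimate of error. With only the groups compared, 3522 genes were higher and 3842 lower. At an adjusted p-value under 0.01 in the fit of all libraries, 0 were higher and 0 lower, beside 6938 at an unadjusted p-value under 0.05. Against a 1.5-fold change, 661 were higher and 904 lower. Across fits that each left out a library, genes higher ranged from 0 to 3558 and genes lower from 0 to 3780. The fits with 0 each lacked a contralateral library and had 5460 to 6139 genes at an unadjusted p-value under 0.05.

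For tenotomy against uninjured, DESeq2 called 12 genes higher and 43 lower, no filter on low counts gave 10 and 5, and the title-number series as a covariate gave 3 and 1. For contralateral against uninjured, the same alternatives gave 36 and 106, 94 and 243, and 1344 and 1122. Leaving out the 22 listed muscle markers, the listed erythroid markers and mitochondrially encoded genes gave 1 gene lower in that comparison. Muscle genes outside the list, such as Fabp3 and Myl2, stayed in, so this alternative did not take muscle RNA out. The counts with the title-number covariate rested on uninjured replicate 1 alone as the uninjured group. They therefore cannot be set beside those of the other alternatives, and no conclusion is drawn from them. Genes shared by both tenotomy comparisons numbered 53 with DESeq2 and 14 with no filter. The cause of these changes was not tested.

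With the inter-gene correlation estimated per list, 6 list results no longer passed. Their mean changes stayed as they were: for cartilage and bone 2.34, 0.75 and -1.59 in tenotomy against contralateral, tenotomy against uninjured and contralateral against uninjured, and for tendon 1.09, 0.30 and -0.79. The title-number covariate reversed the TAK1 list (0.0401), Map3k7 (0.12) and Runx2 (-0.22) in tenotomy against uninjured. Length-scaled TPM reversed Map3k7 in tenotomy against contralateral (0.013) and in contralateral against uninjured (-0.11), and Tgfbr1 in tenotomy against uninjured (-0.11). The covariate reversals were also seen without uninjured replicate 2 (0.0171, 0.0339 and -0.23), the library that the covariate fit does not use for the uninjured group. For the TPM reversals other than that of Map3k7 in tenotomy against contralateral, the cause was not tested.

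Leaving out libraries moved the share of variance between groups from 0.616 to 0.827. In tenotomy against uninjured, the mean change ranged from -0.19 to 0.0171 for the TAK1 list, from 0.41 to 2.12 for cartilage and bone and from 0.17 to 0.69 for tendon. There Map3k7 ranged from -0.28 to 0.0339 and Runx2 from -0.23 to 1.53. In contralateral against uninjured, the ranges were 0.0325 to 0.24 for the TAK1 list, -1.93 to -0.22 for cartilage and bone and -0.92 to -0.40 for tendon, and Sox9 ranged from -1.23 to 0.17. The ends of these ranges were the fits without an uninjured library, except the lower end of the share, which lacked tenotomy replicate 2.

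Upper quartile scaling moved the median log2 fold change of all genes to 0.11 in tenotomy against contralateral, from -0.0012 with the trimmed mean of M values. It called 2633 genes higher and 2163 lower there, so which direction held more genes depended on the scaling. Low genes rested on few counts: outside the top 5 features, libraries held 4934057 to 8375626 counts, and Sp7 had at most 4. Whether depth or low expression was the reason was not tested.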

Other observations

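All tests in this part were chosen after the results they concern had been seen.

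The library labelled uninjured replicate 1 lay with the tenotomy libraries. Its mean distance to them was 1.11 times the distance between the tenotomy libraries. A mislabelled sample may be the reason, but this ratio restates the closeness and would be as small under any other cause of it. Against a plain exchange of labels, Col2a1 was at 16.6 CPM in this library and at 125.7 CPM on average at the tenotomy site. More muscle in the other uninjured piece would change all other tissues alike. The macrophage list less the tendon list differed between the uninjured libraries by 1.24 on the log2 scale, more than the 0.509 spanned by the contralateral libraries. A difference between title-number series was weighed through the contralateral libraries, whose mean distance to tenotomy replicate 1, of their own series, was 0.998 times that to tenotomy replicate 2. A series effect small beside these distances would not move that ratio. Uninjured replicate 1 had a chi-square per degree of freedom of 4.2 with tenotomy replicate 2, of its own series, and 9.42 with replicate 1. The median chi-square over genes, relative to its chance value, had the reverse order, at 1.64 and 1.54. The distances of uninjured replicate 1 to them were 61.1 and 59.6. Of these measures, only the first put it nearer to the library of its own series. An effect of the series of uninjured replicate 1 as the whole cause would also set tenotomy replicate 2 apart from tenotomy replicate 1. Their muscle list means were both 5.20, against 5.61 and 8.31 in uninjured replicates 1 and 2. For macrophage and leukocyte they were 3.03 and 3.06 against 3.01 and 1.25, and for cartilage and bone 3.33 and 3.39 against 2.93 and 1.30. These values argue against that whole cause. A smaller contribution was not excluded, and uninjured replicate 2 was alone in its series. A library deposited more than once would agree within sampling noise, but the smallest chi-square per degree of freedom with a tenotomy library was 4.2. RNA mixed from both tissues would give the same share for each kind of gene. Each share was the CPM of uninjured replicate 1 less that of uninjured replicate 2. It was divided by the tenotomy mean less uninjured replicate 2. The median over Acan, Col2a1 and Sox9, genes picked after the result was seen, implied 47.9% tenotomy-like RNA, and the macrophage list 99.1%, a difference of -51.3 percentage points. The muscle list gave 96.2%, near the value of the macrophage list. The whole cartilage and bone list gave a median of 63.4%, with Col2a1 at 12.1% and Runx2 at 125.8%. Its ends were Col10a1 at -116.4% and Phex at 47163.8%, low genes for which the divisor was small. Col10a1 was at 0.245 and 0.700 CPM in the tenotomy libraries and 0.619 in uninjured replicate 2. Phex was at 0.789 and 0.933 CPM in the tenotomy libraries and 0.860 in uninjured replicate 2. The size of the mismatch therefore depends on the genes chosen, and mixing was not excluded. A mislabelled sample, a contribution of the series, mixed RNA and an uninjured tendon with this profile cannot be told apart with these data, and the last was not tested.

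No gene of tenotomy against contralateral passed an adjusted p-value of 0.01 in the fit of all libraries, beside 6938 at an unadjusted p-value under 0.05. The spread between the uninjured libraries, which enters the shared error, may be the reason. In the fit of tenotomy and contralateral libraries alone, 5441 genes passed 0.01.

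Map3k7 fell by estimated counts and not by length-scaled TPM. A candidate explanation is that a few reads on short non-coding transcripts carry much of the gene's TPM. By TPM scaled over the protein-coding transcripts alone, the log2 fold change was -0.65. Whether those reads came from short transcripts or from fragments of longer ones was not tested.

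Less muscle in the tenotomy piece could raise all other genes together. The mean log2 fold changes of 5 lists outside muscle spanned 3.74, so a common rise of that kind alone would not give the changes seen. A change in tissue composition of another kind, such as more leukocytes, was not separated from a change within cells.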
